# Identification of a Siglec-F+ granulocyte-macrophage progenitor

**DOI:** 10.1002/JLB.1MA1217-475R

**Published:** 2018-04-12

**Authors:** Jessica E. Bolden, Erin C. Lucas, Geyu Zhou, Jeremy A. O’Sullivan, Carolyn A. de Graaf, Mark D. McKenzie, Ladina Di Rago, Tracey M. Baldwin, Jake Shortt, Warren S. Alexander, Bruce S. Bochner, Matthew E. Ritchie, Douglas J. Hilton, Kirsten A. Fairfax

**Keywords:** eosinophil, granulocyte, hematopoiesis, Myb, neutrophil

## Abstract

In recent years multi-parameter flow cytometry has enabled identification of cells at major stages in myeloid development; from pluripotent hematopoietic stem cells, through populations with increasingly limited developmental potential (common myeloid progenitors and granulocyte-macrophage progenitors), to terminally differentiated mature cells. Myeloid progenitors are heterogeneous, and the surface markers that define transition states from progenitors to mature cells are poorly characterized. Siglec-F is a surface glycoprotein frequently used in combination with IL-5 receptor alpha (IL5R*α*) for the identification of murine eosinophils. Here, we describe a CD11b^+^ Siglec-F+ IL5R*α*− myeloid population in the bone marrow of C57BL/6 mice. The CD11b^+^ Siglec-F+ IL5R*α*− cells are retained in eosinophil deficient PHIL mice, and are not expanded upon overexpression of IL-5, indicating that they are upstream or independent of the eosinophil lineage. We show these cells to have GMP-like developmental potential in vitro and in vivo, and to be transcriptionally distinct from the classically described GMP population. The CD11b+ Siglec-F+ IL5R*α*− population expands in the bone marrow of *Myb* mutant mice, which is potentially due to negative transcriptional regulation of Siglec-F by Myb. Lastly, we show that the role of Siglec-F may be, at least in part, to regulate GMP viability.

## 1 | INTRODUCTION

Myeloid differentiation begins from multipotential long-term and short-term hematopoeitic stem cells, progresses in a step-wise fashion to yield progenitor cells with increasingly limited developmental potential, and ends with the generation of terminally differentiated cells with specialized function. The use of multicolor flow cytometry has led to the description of many distinct progenitors that have multi-, oligo-, and unipotent outputs. For example, granulocyte-macrophage progenitors (GMPs) are capable of eventually giving rise to mature neutrophilic and eosinophilic granulocytes and monocyte/macrophages, but have lost the potential to make lymphoid, megakaryocytic, and erythroid cells.^1^ More restricted progenitors include the common monocyte progenitor (cMoP),^2^ the eosinophil-lineage committed progenitor (EoP),^3^ and the basophil/mast cell progenitor (B/MCP).^4,5^ The isolation of each of these progenitors has begun to establish the developmental steps taken in the generation of myeloid cells, and revealed some of the key transcription factors that control these processes, nevertheless transitional intermediates and the surface markers that identify them during myelopoiesis are largely undefined.

The transcription factor c-Myb is a critical regulator of hematopoiesis. Indeed, *Myb* knockout mice die at E15.5 due to severe hematopoietic defects,^6^ and mice harboring hypomorphic *Myb* alleles (*Myb*^Plt4/Plt4^ mice) have numerous hematopoietic alterations, including supraphysiological platelet production and defects in lymphoid specification.^7,8^ Myb regulates many key genes in myeloid cells (neutrophil elastase, *Spi1* (Pu.1), *Cebpb*, and *Runx1*)^9–12^ and *Myb*^Plt4/Plt4^ mice have increased granulocyte/macrophage colony forming capacity,^7^ thus Myb regulates myeloid development.

Siglecs (sialic acid binding, immunoglobulin-like lectins) are a family of cell-surface glycoproteins expressed primarily by innate immune cells.^13,14^ Siglec-F and its human functional paralog Siglec-8, are key surface markers used for the identification of eosinophils.^15,16^ Both Siglec-F and Siglec-8 can be engaged with sialylated glycans (natural and synthetic) or antibodies to induce eosinophil death,^17–20^ although the extent to which Siglec-F-induced apoptosis controls tissue eosinophilia is dependent upon the experimental model used.^21^ The natural tissue ligands for Siglec-F include glycan derivatives from Muc5b, a mucin that is constitutively expressed on tracheal epithelial cells.^18^ Both *SiglecF* and *Muc5b* knockout mice have enhanced allergic eosinophilic inflammation following allergen challenge,^18,22^ suggesting that Muc5b glycans and Siglec-F constitute a negative feedback pathway that helps resolve eosinophilic inflammation. Siglec-F is also expressed on alveolar and peritoneal macrophages,^23,24^ mast cells and dendritic cells in the intestine,^25,26^ and intestinal epithelial (tuft and M) cells,^27,28^ although the function of Siglec-F in these contexts is unclear.

Here, we describe a myeloid progenitor population that expresses Siglec-F, but unlike EoPs, is IL-5-receptor alpha (IL5R*α*) negative. We show these progenitors to have GMP-like developmental potential in vitro and in vivo, but to be transcriptionally distinct from canonical GMPs. Furthermore, we demonstrate a potential role for Siglec-F in the regulation of GMP viability.

## 2 | MATERIALS AND METHODS (BRIEF)

Full details are provided as supplementary methods. Summaries are provided below:

### 2.1 | Mouse strains

All procedures involving mice were approved by the WEHI Animal Ethics Committee or the Institutional Animal Care and Use Committee of Northwestern University. UBC-GFP mice^29^ were obtained from the Jackson Laboratory. *Myb^Plt4^* mice are described in Ref. 7. PHIL mice (C57BL/6) were provided by Drs. James and Nancy Lee.^30^ IL-5 transgenic (IL-5Tg) mice^31^ were backcrossed on to a C57BL/6 background.

### 2.2 | Flow cytometry

Bone marrow (BM), spleens, blood, and peritoneal cavity lavage cells were collected from 8–12 week old mice. Red blood cells were removed by lysis with an ammonium chloride-based buffer. Cells were stained with cocktails of antibodies recognizing CD11b, IL5R*α*, Siglec-F, B220, CD3, Ly6C, Ly6G, ST2, Lin, cKit, Scal, Fc*γ*RII/III, CD34, and CD45. Cells were resuspended in PBS/2% FCS, 2 mM EDTA, 1 *μ*g/ml propidium iodide (Sigma) to enable identification and exclusion of dead cells. Cells were analyzed on a BD LSR Fortessa X-20 flow cytometer (BD Biosciences).

Cell populations were defined using the following surface markers: Eosinophils (CD11b+ Siglec-F+ IL5R*α*^Int^SSC^Hi^), CMP (Lin-cKit + Sca1-CD34 + Fc*γ*RII/III^Lo^), GMP (Lin-cKit + Sca1-CD34 + Fc*γ*RII/III+), and EoP (Lin-cKit + Sca1-CD34 + Fc*γ*RII/III + IL5R*α*+).

Flow cytometric analyses were performed with FlowJo V10 software (FlowJo). Statistical tests and graphs were generated with Prism (GraphPad Software).

### 2.3 | Cytocentrifuge preparations

Sorted cells were cytocentrifuged onto glass slides, air dried, fixed with 100% methanol, and stained with May Grünwald’s stain (Merck) and 5% Giemsa in pH 6.8 buffered water (Merck) according to manufacturer’s instructions.

### 2.4 | Colony forming assays

Cells were sorted from the BM of C57BL/6 mice. Colony assays were performed as described in Ref. 32 and scored by viewing on a Nikon Optiphot-2 light microscope.

### 2.5 | In vivo developmental potential assays

BM was flushed from 13 week old UBC-GFP mice in PBS/2% FCS, overlaid onto 60% Percoll, and centrifuged at 400 × *g* for 25 min. Cells at the interface were collected and stained for IL5R*α*, Siglec-F, CD11b, and CD34 expression. CD11b+ Siglec-F+ IL5R*α*− cells were sorted, washed with ice-cold PBS and resuspended in ice-cold PBS.

Recipient Ly5.1 mice were irradiated (550 rad) 24 h prior to transplantation. Sorted cells (25 *μ*L) were injected under the capsule of the sinus of the spleen. A mock recipient mouse was injected with 25 *μ*l PBS. Spleens were collected from recipient mice 1 and 3 d after surgery and prepared for flow cytometry.

### 2.6 | In vivo Siglec-F ligation

Mice (8–12 week old) were injected with 20 *μ*g anti-Siglec-F 9C7 antibody (a gift from Dr. James Paulson, The Scripps Research Institute) or rat IgG2b isotype control antibody (LTF-2, Tonbo Biosciences), i.p, every second day, on 4 occasions. BM was collected 24 h after the last injection and prepared for flow cytometry.

### 2.7 | RNA-sequencing

Populations were sorted from the BM of 6–10 week old C57BL/6 and 6 week old *Myb^Plt4/Plt4^* mice. Total RNA was isolated using the RNAeasy Micro Kit (Qiagen). Overall, 130–200 ng total RNA per sample was submitted to the Australian Genome Research Facility for high throughput mRNA-sequencing. Libraries (mRNA) were synthesized using Illumina’s TruSeq Stranded mRNA protocol, and 100 bp reads generated with an Illumina HiSeq 2500 (Illumina). Two to five independent RNA samples per cell type were sequenced. Bioinformatic analyses are detailed in supplementary methods.

## 3 | RESULTS AND DISCUSSION

### 3.1 | A Siglec-F+ IL5R*α*− population is present in the BM of wildtype mice

Siglec-F is a signature surface protein found on eosinophils that is used in many laboratories to identify these cells. We have identified a population of cells that is Siglec-F+ but is IL5R*α*− and CD11b+ (Fig. 1A). These cells make up 0.56 ± 0.09% (mean ± SEM) of viable cells in the BM, with very few cells falling in this gate in the peripheral blood (BI), spleen (Spl), or peritoneal cavity (PerC) (0.02 ± 0.001%, 0.02 ± 0.007%, and 0.04 ± 0.001%, respectively) (Fig. 1A and B). As eosinophils are typically IL5R*α*+ and are known to expand in response to IL-5, we sought to characterize this Siglec-F+ IL5R*α*− population further. The Siglec-F+ IL5R*α*− population has distinct FSC properties, being larger than lymphocytes, eosinophils, or neutrophils (Supplementary Fig. 1A and B), and side scatter (SSC) properties that are similar to neutrophils, that is having lower SSC than eosinophils and higher SSC than lymphocytes (Supplementary Fig. 1A and C). Overall, 78.5 ± 1.6% of the cells express CD34, and the cells are cKit^Int^, ST2−, Fc*γ*RII/III+ (Fig. 1C). Morphologically, these cells have nuclei that in cytocentrifuge preparations appear ellipsoid or monocytoid, with occasional cells exhibiting nuclear segmentation, indicating they are in the myeloid lineage, which is consistent with the CD11b staining (Fig. 1D). Upon May Grünwald Giemsa staining, they have a moderate amount of basophilic (purple/blue) cytoplasm and morphologically resemble GMPs.

### 3.2 | The Siglec-F+ IL5R*α*− population is present in PHIL mice and is not expanded in IL-5Tg mice

Siglec-F+ IL5R*α*− cells do not have scatter or morphological characteristics of eosinophils, however, they do express the eosinophil marker Siglec-F. We therefore formally tested whether Siglec-F+ IL5R*α*− cells fall within the eosinophil lineage. PHIL mice are devoid of eosinophils and their precursors (EoPs) due to transgenic expression of Diphtheria Toxin A from the Eosinophil Peroxidase promoter, which becomes transcriptionally active in EoPs.^30^ PHIL mice retained the Siglec-F+ IL5R*α*− cells, and, similar to wildtype mice, there were approximately 10-fold more Siglec-F+ IL5R*α*− cells in the BM than in any of the peripheral organs examined (Fig. 2A and B). Siglec-F+ IL5R*α*− cells are therefore not EoPs, nor are they derived from an Epx-expressing progenitor.

IL-5 is a potent stimulator of eosinophil development, and IL-5Tg mice have marked eosinophilia and expansion of EoPs^31^ (Fig. 2C and D). Consistent with their lack of IL5R*α* expression, Siglec-F+ IL5R*α*− cells were not significantly expanded in IL-5Tg mice (Fig. 2C and D). Together these data suggest that it is unlikely that Siglec-F+ IL5R*α*− cells lie downstream of an IL-5-responsive precursor; rather they are likely to lie upstream of an EoP or are of a lineage unrelated to eosinophils.

### 3.3 | The Siglec-F+ IL5R*α*− population has predominantly neutrophilic developmental potential in vitro and in vivo

Given the morphological similarity of the Siglec-F+ IL5R*α*− cells to GMPs, and their surface expression of cKit, we assessed whether sorted CD11b+ Siglec-F+ IL5R*α*− cells had proliferative potential.

We tested the colony-forming potential of Siglec-F+ IL5R*α*− cells in semi-solid agar cultures with a cocktail of EPO, stem cell factor, and IL-3, which facilitates the development of erythroid, granulocyte, eosinophil, macrophage, megakaryocyte, and blast colonies. Siglec-F+ IL5R*α*− and GMPs both made granulocytic, macrophage, and granulocyte/macrophage colonies (Fig. 3A), with the GMPs having a higher colony output than the Siglec-F+ IL5R*α*− population. GMPs also generated a small number of blast and eosinophil colonies when plated at this density. The Siglec-F+ IL5R*α*− population also had the potential to make eosinophil colonies when plated at a higher cell density (data not shown). Sorted EoPs (95% purity) made almost exclusively eosinophil colonies.

To examine their in vivo developmental potential, we sorted CD11b+ Siglec-F+ IL5R*α*− cells from the BM of GFP+ mice and transplanted them into the spleens of irradiated Ly5.1 (GFP negative) recipients. The immunophenotype and morphology of GFP+ cells in the spleen were analyzed by flow cytometry 1 and 3 days post-surgery (Fig. 3B). No GFP+ cells were detected in mice that were injected with PBS alone (mock). GFP+ cells recovered from the spleens of transplanted mice had upregulated surface IL5R*α* by day 1, and by day 3 80% resembled neutrophils (IL5R*α*+Ly6G+Ly6C^Int^SSC^Int^FSC^Int^, Fig. 3C). Together, these data demonstrate that CD11b+ Siglec-F+ IL5R*α*− cells have GMP-like developmental potential in vitro, and favor the production of granulocytes/neutrophils in vivo. The loss of surface Siglec-F on transplanted cells suggests that Siglec-F expression in GMPs is transient and subsequently suppressed upon differentiation.

### 3.4 | The Siglec-F+ IL5R*α*− population is prominent in *Myb* mutant mice

*Myb* knockout mice die during early embryonic development due to severe hematopoietic defects.^6^ Hypomorphic *Myb* mutant mice (*Myb^Plt4/Plt4^*) generated in our laboratory have increased granulocyte/macrophage colony forming capacity.^7^ As shown in Fig. 4A and B, *Myb^Plt4/Plt4^* mice also exhibited a striking increase in the percentage and numbers of CD11b + Siglec-F+ IL5R*α*− cells in the BM. Published ChIP analyses have shown the promoter of Siglec5 (encoding Siglec-F) to be occupied by Myb.^12^ We examined the surface expression of Siglec-F on GMPs from C57BL/6 and *Myb^Plt4/Plt4^* mice (Fig. 4C and D). GMPs have broad Siglec-F expression, which is elevated in Myb mutant cells. These data suggest that Myb negatively regulates Siglec-F expression, and provides a possible mechanism for the prominence of Siglec-F+ GMPs in *Myb^Plt4/Plt4^* mice.

### 3.5 | Siglec-F ligation regulates Siglec-F+ GMP viability and Siglec-F internalization

As engagement of Siglec-F with antibodies can induce modest degrees of eosinophil death in vitro, and a decrease in the number of eosinophils in vivo,^33^ we explored whether CD11b+ Siglec-F+ IL5R*α*− cells are affected by Siglec-F ligation. In vivo administration of the anti-Siglec-F antibody 9C7 caused loss of surface Siglec-F expression from CD11b+ cells in the BM, as measured by flow cytometry (Fig. 5A and B). The eosinophil population was restored by Siglec-F intracellular staining (demonstrating Siglec-F internalization), however, CD11b+ Siglec-F+ IL5R*α*− cells were only partially recovered with this technique (Fig. 5A and B). The additional loss of CD11b+ Siglec-F+ IL5R*α*− cells following anti-Siglec-F treatment could be explained by three mechanisms: (i) death of Siglec-F+ cells, (ii) shedding or downregulation of Siglec-F, and (iii) interference between 9C7 and the E50-2440 clone used for detection. Thus, while anti-Siglec-F treatment did not lead to a statistically significant decrease in eosinophils (as determined by intracellular staining with anti-Siglec-F), it caused a reduction in CD11b+ Siglec-F+ IL5R*α*− cells (*p* = 0.007).

In addition, we examined the effect of 9C7 on classically gated GMPs. 9C7 treatment reduced surface Siglec-F expression and increased internalization of Siglec-F in GMPs (Fig. 5C). We found a small but statistically significant increase in dead Siglec-F+ GMPs following 9C7 treatment (Fig. 5D). Consistent with this finding, Siglec-F+ GMPs have higher levels of Annexin-V binding (in the absence of ligation), an event typically associated with early apoptosis (Fig. 5E). Together, these data suggest that Siglec-F ligation can at least partially regulate the viability of Siglec-F+ GMPs.

### 3.6 | The Siglec-F+ IL5R*α*− population is transcriptionally distinct from both classical GMPs and EoPs

Our data suggest that Siglec-F+ IL5R*α*− cells are a distinct subpopulation with myeloid potential. Using RNA-sequencing, we profiled gene expression in sorted populations of myeloid progenitors (CMP, GMP, EoP), Eos, and Siglec-F+ IL5R*α*− cells. 

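Sorted bone marrow cells of C57BL/6 mice gave 14 libraries: 2 of CMPs, 2 of GMPs, 2 of EoPs, 3 of Eos and 5 of Siglec-F+ IL5Rα− cells. *Siglecf*, the gene of Siglec-F, stood at 122 ± 17.9 TMM-normalized CPM (SD, n = 5) in the Siglec-F+ IL5Rα− cells, 418 ± 105 (n = 3) in Eos, 49.8 ± 1.41 (n = 2) in GMPs and 25.7 ± 0.987 (n = 2) in EoPs. It lies on chromosome 7 of GRCm38 from 43351341 to 43359531. Its log2 fold change in the Siglec-F+ IL5Rα− cells was 1.29 against GMPs (SE 0.20, adjusted p = 0.00124) and 2.24 against EoPs (SE 0.22, adjusted p = 3.07e-06), both from edgeR's quasi-likelihood test. The cells were gated on Siglec-F, so that these differences are not independent of the sort. *Il5ra*, which encodes IL5Rα, was at 188 ± 73.2 CPM (SD, n = 3) in Eos and 6.16 ± 3.39 (n = 5) in the Siglec-F+ IL5Rα− cells. In GMPs it was at 1.57 ± 0.831 (SD, n = 2) and in EoPs, which were sorted for IL5Rα, at 0.627 ± 0.182 (n = 2). *Ly6g*, which encodes a surface protein of neutrophils, was at 349 ± 48.1 CPM (SD, n = 2) in EoPs and 4.72 ± 3.54 (n = 5) in the Siglec-F+ IL5Rα− cells. The authors made stranded mRNA libraries and 100 bp reads, and deposited unnormalized counts for 24727 genes. The submitters' processing notes name featureCounts, edgeR, limma and the mouse build GRCm38, without versions. From these counts, all 14 libraries were normalized by TMM and fitted together in edgeR, with 1 coefficient per population, for the 13523 genes that passed its filter on low counts. The total count per library was 30797401 to 33155383 for the Siglec-F+ IL5Rα− cells, 11774291 and 19179317 for GMPs, and 20204435 to 28484571 for the other populations. The library names place the GMPs, the EoPs and 1 Eo library in 1 sequencing batch, the CMPs and 2 Eo libraries in another, and every Siglec-F+ IL5Rα− library in a further one. Batch and population therefore cannot be told apart where the Siglec-F+ IL5Rα− cells are compared with another population. The labels also give the 5 Siglec-F+ IL5Rα− libraries 3 scatter gates, with library 1555 alone in its own. They give 1 Eo library as Ly6G negative and 2 as Ly6G positive, and the CMP, GMP and EoP sorts as cKit negative, where the paper gives these as cKit positive.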

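Several genes of neutrophil differentiation lay between their levels in GMPs and EoPs in the Siglec-F+ IL5Rα− cells. *Ngp*, a granule protein of maturing neutrophils, was at 4695 ± 1676 CPM (SD, n = 5), against 221 ± 0.0361 (n = 2) in GMPs and 53513 ± 4875 (n = 2) in EoPs. *Itgam*, which encodes CD11b, was at 110 ± 44.5 CPM (SD, n = 5), against 26.0 ± 0.346 (n = 2) in GMPs and 658 ± 43.1 (n = 2) in EoPs. Its log2 fold change was 2.09 against GMPs (SE 0.36, adjusted p = 0.00233) and −2.58 against EoPs (SE 0.29, adjusted p = 1.01e-05) in edgeR's quasi-likelihood test. The paper defines these cells as CD11b+, so that *Itgam* above its level in GMPs may follow from the gate. Over the 500 genes that differed most for each pair of libraries, the Siglec-F+ IL5Rα− libraries stood at a mean leading log2 fold change of 3.52 ± 0.18 (SD, n = 5) from GMPs and 3.92 ± 0.34 from EoPs. They stood at 4.50 ± 0.16 from Eos, 4.81 ± 0.61 from CMPs and 2.74 ± 0.74 from each other. GMPs and EoPs lay 4.76 apart, farther than each of the 5 Siglec-F+ IL5Rα− libraries from either. All 5 libraries were nearer to GMPs, with a ratio of the distances to GMPs and to EoPs of 0.900 ± 0.0396 (SD, n = 5). With 100 genes per pair, and with the 500 most variable genes in common (ratio 0.877), 4 of the 5 were nearer to GMPs. The first 2 dimensions held 37.8% and 24.0% of the variation.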

When we compared the transcriptional profile of each of these subsets using a multidimensional scaling (MDS) plot, the Siglec-F+ IL5R*α*− cells were distinct from each of the classical populations and exhibited a profile intermediate between GMPs and EoPs (Fig. 6A). Consistent with these analyses, clustering of the 100 most variable genes (across all samples shown in the MDS plot) also positioned the Siglec-F+ IL5R*α*− population most closely to GMPs (Fig. 6B) with the detectable expression of a subset of early EoP/eosinophil genes, including *Prg2* and *Prg3*, but lacking expression of *Epx* and eosinophil associated RNases.

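Transcripts of eosinophil granule proteins were detected in the Siglec-F+ IL5Rα− cells at a small share of their level in Eos. *Prg2*, which encodes the major basic protein, was at 959 ± 637 CPM (SD, n = 5), 3.12% of its mean in Eos. Its homolog *Prg3* was at 57.7 ± 36.8 CPM, 4.38% of the level in Eos. *Epx*, the gene of eosinophil peroxidase, was at 267 ± 160 CPM, 5.01% of the level in Eos. The ribonuclease genes *Ear1*, *Ear2* and *Ear6*, paralogs that may share reads, were at 38.3, 39.1 and 40.6 CPM, or 0.532% to 0.744% of Eos. The Eo libraries themselves differed, with *Epx* at 1460 to 7064 CPM before normalization. The paper mentions contaminating eosinophils in this gate, which it left out of its cell counts by their high side scatter. The labels give these libraries SSC low or very low gates. Eosinophils carried into the libraries were not tested as a source of these transcripts. Against GMPs, the log2 fold changes of *Prg2*, *Prg3* and *Epx* were 1.95, 1.73 and 2.48 (SE 0.80, 0.80 and 0.86), and none passed edgeR's quasi-likelihood test (adjusted p = 0.124, 0.172 and 0.0740). Without library 1555, in which *Epx* was at 36.3 CPM, all 3 did (adjusted p = 0.0144, 0.0214 and 0.00722 from the same test). *Prg2* and *Epx* also passed in DESeq2 and in limma voom with quality weights. Against EoPs, the 3 genes were higher in the Siglec-F+ IL5Rα− cells, by 2.47, 2.92 and 2.48 on the log2 scale (adjusted p = 0.0193, 0.0114 and 0.0236 from the same test). Leaving out either EoP library ended these calls (adjusted p from 0.0772 to 0.133). None of the 4 measured eosinophil associated RNases passed the test against GMPs, 3 passed at an unadjusted p under 0.05 and 3 when adjusted over the list alone, and DESeq2 called 1 and limma voom 3, with or without quality weights. Without GMP library 1379, *Ear1*, *Ear2* and *Ear6* passed (adjusted p = 0.00692, 0.00388 and 0.00636 from edgeR's quasi-likelihood test). Of 19 measured genes of the eosinophil list, 4 were higher and 1 lower than in GMPs (11 and 1 when adjusted over the list alone), with 2 higher without GMP library 1377 8 without library 1555, 9 in DESeq2, 7 in limma voom with quality weights, and 2 with the added 1.5-fold setting, with only the 2 populations or without the SSC very low libraries. Against EoPs, 10 were higher and 3 lower (10 and 3 over the list alone), and 3 were higher without either EoP library and in limma voom. Among the 100 most variable genes, 19 were of the secondary and tertiary granules of neutrophils and 12 of the eosinophil list. On these genes, the 5 Siglec-F+ IL5Rα− libraries joined GMPs at a height of 9.73 and EoPs at 15.4. With 1 minus the Pearson correlation as the distance, 0 of the 5 joined GMPs before EoPs.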

As the Siglec-F+ IL5R*α*− cells had GMP-like developmental potential, we examined the gene expression differences between this population and canonical GMPs. We found 120 genes to be significantly upregulated in the Siglec-F+ IL5R*α*− population (FDR < 0.05); with 230 genes that were downregulated in the Siglec-F+ IL5R*α*− population, relative to GMPs (350 genes in total, Supplementary Table 1). This contrasted with the comparison between the Siglec-F+ IL5R*α*− population and EoPs, where > 14-fold more genes were differentially expressed (DE); 3005 genes upregulated and 2143 downregulated (Supplementary Table 2). Therefore, transcriptionally, the Siglec-F+ IL5R*α*− cells more closely resemble GMPs than EoPs.

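Genes of the secondary and tertiary granules, which neutrophils make as they mature, were higher in the Siglec-F+ IL5Rα− cells than in GMPs. Of 28 such genes, 23 were higher (25 when adjusted over the list alone), and the median log2 fold change was 2.91. *Ltf*, which encodes the iron-binding protein lactoferrin, was at 1438 ± 704 CPM (SD, n = 5) against 72.4 ± 10.3 (n = 2), a log2 fold change of 4.31 (SE 0.48, adjusted p = 0.000125 from edgeR's quasi-likelihood test). *Chil1*, a chitinase-like protein, rose by 4.63 on the log2 scale (SE 0.51) and *Itgb2l*, a β2 integrin-like chain, by 3.86 (SE 0.41). Genes of monocytes and dendritic cells went the other way: of 30, 18 were lower and 1 higher (20 and 1 when adjusted over the list alone), with a median of −2.45. *Ccr2*, a chemokine receptor of monocytes, was 13.9-fold lower (17.0 ± 4.67 CPM against 238 ± 18.9), *Ly86*, a partner of a Toll-like receptor homolog, 15.6-fold lower and *Ms4a6c* 10.1-fold lower. The member that rose was *Zbtb46*, a transcription factor of dendritic cells (log2 fold change 3.98). Of the 10 azurophil granule genes, which are made early in the neutrophil lineage, none passed the test in edgeR, 2 passed at an unadjusted p under 0.05, DESeq2 called 1, limma voom 0 and limma voom with quality weights 2, and the median was 0.10. None of 30 cell cycle genes passed in edgeR, DESeq2 or limma voom, none at an unadjusted p under 0.05 (0 over the list alone for both lists). Other large falls were in *Ifi209*, an interferon-inducible gene (15.9-fold lower), *Il6st*, which encodes the gp130 receptor chain (14.8-fold lower), and *Met*, the hepatocyte growth factor receptor (12.2-fold lower). Erythroid genes were higher for 8 of 25 members (15 over the list alone), among them *Car1*, a carbonic anhydrase (log2 fold change 6.74, adjusted p = 0.0201 from the same test). Without GMP library 1377 or 1379, 0 were called, as in limma voom, while DESeq2 called 15, and 14 were called without library 1555 or with only the gate-matched C57BL/6 libraries. Of 25 megakaryocyte and platelet genes, 7 were higher and 1 lower (12 and 1 over the list alone), with 2 higher without GMP library 1379, 3 without GMP library 1377, 4 in limma voom, 12 in DESeq2, and 14 without library 1555 or with only the gate-matched C57BL/6 libraries. In all, 1906 of 13523 genes passed an adjusted p of 0.05, 1007 higher and 899 lower in the Siglec-F+ IL5Rα− cells, of which 239 and 167 differed by over 4-fold. The lower genes outnumbered the higher ones with RLE factors (1006 and 902), in limma voom (833 and 612), in each setting with quality weights (1350 and 1214 without treat), with only the 2 populations (675 and 405), without GMP library 1379 (340 and 225) and without library 1555 (1369 and 1338). The camera test gave an adjusted p of 3.20e-21 for the granule list and 2.05e-17 for the monocyte list with the preset correlation, and an adjusted p = 0.295 with an estimated correlation for each. For the erythroid and megakaryocyte lists the values were 0.0469 and 0.00537, and an adjusted p = 0.745 and 0.326 with an estimated correlation. The total fell to 565 without GMP library 1379 and to 1046 without GMP library 1377.

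**Figure D1:**
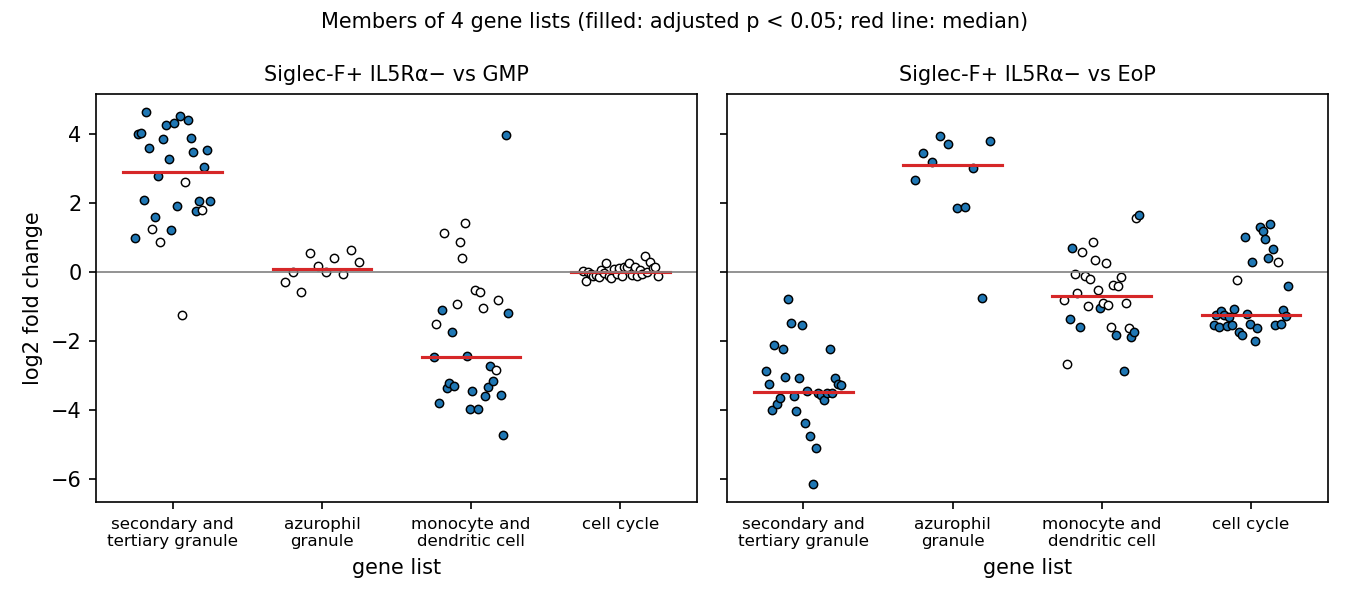
Log2 fold change of each measured member of 4 gene lists (x axis), Siglec-F+ IL5Rα− cells against GMPs (left) and against EoPs (right). Each point is a gene, filled where it passed an adjusted p of 0.05, and the red lines are medians, at 2.91 against GMPs and −3.46 against EoPs for the secondary and tertiary granule list.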

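Against EoPs, every one of the 28 secondary and tertiary granule genes was lower in the Siglec-F+ IL5Rα− cells (28 when adjusted over the list alone), with a median log2 fold change of −3.46. *Mmp8*, a collagenase of these granules, was 69.7-fold lower (2.61 ± 3.44 CPM, SD, n = 5, against 180 ± 36.7, n = 2), and *Fpr2*, a formyl peptide receptor of neutrophils, 60.2-fold lower. *Ly6g* was 74.2-fold lower, with a log2 fold change of −6.21 (SE 0.51, adjusted p = 1.21e-06 from edgeR's quasi-likelihood test). Azurophil granule genes were higher for 9 of 10 members and lower for 1, *Serpinb1a* (9 and 1 over the list alone), with a median of 3.10. *Mpo*, the gene of myeloperoxidase, was at 13739 ± 3727 CPM (SD, n = 5) against 1043 ± 185 (n = 2), a log2 fold change of 3.72 (SE 0.31, adjusted p = 1.15e-06 from the same test). *Elane*, the gene of neutrophil elastase, rose by 3.95 (SE 0.38), and *Srgn*, the proteoglycan serglycin, by 3.80 (SE 0.22). Of 20 genes of protein folding in the endoplasmic reticulum, 18 were higher (18 over the list alone), with a median of 1.48. Among them were the chaperones *Calr* (log2 fold change 2.68, SE 0.19), a member of both lists, and *Hyou1* (2.15, SE 0.13). Cell cycle genes went both ways, with 8 of 30 higher and 20 lower (9 and 20 over the list alone), and 5 higher with treat at a log2 of 0.5. *Mcm6*, a helicase subunit of DNA replication, rose by 1.39 (SE 0.15), and *Cdc25c*, a phosphatase of entry into mitosis, fell by 1.82 on the log2 scale (SE 0.18). *Myb*, the transcription factor changed in Plt4 mice, was higher by 2.01 (SE 0.14, adjusted p = 4.57e-07 from the same test). A total of 8501 genes passed an adjusted p of 0.05, 4728 higher and 3773 lower in the Siglec-F+ IL5Rα− cells. The lower genes were the larger group with RLE factors (4437, with 4065 higher) and in DESeq2 (4482, with 4172 higher). With the preset correlation, camera gave adjusted p values of 3.96e-13, 6.30e-06 and 7.20e-09 for the secondary granule, azurophil and protein folding lists, and an adjusted p = 0.692 with an estimated correlation for each. For the cell cycle list it gave 0.0295, and an adjusted p = 0.960 with an estimated correlation.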

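Within 1 sequencing batch, EoPs differed from GMPs in 8120 of 13523 genes at an adjusted p of 0.05 in edgeR's quasi-likelihood test, 3756 higher and 4364 lower in EoPs. The higher genes were the larger group with RLE factors (4217, with 3922 lower) and in DESeq2 (4329, with 3975 lower). All 28 secondary and tertiary granule genes were higher in EoPs (28 when adjusted over the list alone), with a median log2 fold change of 6.22. *Lcn2*, an iron-sequestering protein of these granules, was at 13518 ± 795 CPM (SD, n = 2) in EoPs and 43.4 ± 5.19 (n = 2) in GMPs. Azurophil granule genes were lower for 9 of 10 members and higher for 1 (9 and 1 over the list alone), with a median of −3.22, and 15 of 30 monocyte and dendritic cell genes were lower (14 over the list alone). *Ctsg*, the gene of the azurophil protease cathepsin G, fell by 3.76 on the log2 scale (SE 0.30) and *F13a1*, a coagulation factor chain made by monocytes, by 3.19 (SE 0.42). The secondary granule list kept an adjusted p of 0.0419 in camera with an estimated correlation (2.78e-16 with the preset one). The azurophil and monocyte lists passed with the preset correlation (4.44e-05 and 0.00655), with an adjusted p = 0.673 and 0.903 with an estimated correlation. The number of genes that separated the Siglec-F+ IL5Rα− cells from EoPs was 4.46 times the number that separated them from GMPs. Such a ratio also depends on how readily a change is detected, and the GMP libraries had the lowest totals. In counts simulated from the real libraries, 49% of 2-fold changes were recovered against GMPs and 59% against EoPs. For 4-fold changes it was 82% and 83%. The ratio was 8.07 without GMP library 1377, 14.9 without GMP library 1379, 7.42 with only the libraries of the 2 populations compared, and 12.4 in limma voom with sample quality weights and a minimum log2 fold change of 0.5 in treat. The main counts here had no minimum fold. With the added 1.5-fold setting, chosen after the data were seen, 348 genes separated the cells from GMPs and 5142 from EoPs, a ratio of 14.8. Whether the paper used a minimum fold is not known. From its own 2 counts, which differ from the main ones here, the paper concludes that the Siglec-F+ IL5Rα− cells transcriptionally resemble GMPs more closely than EoPs. It also reports that clustering of the most variable genes placed these cells closest to GMPs.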

Given the similarities in morphology, and transcriptional profiling between GMPs and the Siglec-F+ IL5R*α*− population, we conducted gene ontology (GO) analyses on the 350 DE genes to better understand differences between the two populations.^34,35^ The most statistically significant GO terms associated with DE genes included ‘immune_system_process’ (FDR *q*-value (*q*) = 1.21 × 10^−54^, 101 genes are marked in Supplementary Table 1) and ‘immune_response’ (*q* = 4.32 × 10^−36^). 

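Immune genes were found on both sides of the difference from GMPs. The copy of Supplementary Table 1 at hand marks 100 genes for the immune system process term, slightly fewer than the paper's text counts. Of these, 38 were higher in the Siglec-F+ IL5Rα− cells, 61 were lower and 1 did not pass the test in edgeR. Their median log2 fold change was −1.37. The study chose these genes on the same samples, so that their count is not independent evidence of a direction. Members of the secondary and tertiary granule list made up 10 of them and members of the monocyte and dendritic cell list another 10. *S100a9*, a calcium-binding protein of neutrophils, rose by 3.53 on the log2 scale (SE 0.40, adjusted p = 0.000131 from edgeR's quasi-likelihood test). *Trem2*, a receptor of macrophages, fell by 4.72 on the log2 scale (SE 0.39, adjusted p = 1.21e-05 from the same test), at 0.358 ± 0.110 CPM (SD, n = 5) against 9.54 ± 3.02 (n = 2) in GMPs. *Itga1*, an integrin chain that binds collagen, fell by 3.78 (SE 0.24). Interferon response genes went both ways, with 6 of 25 higher and 3 lower (8 and 3 when adjusted over the list alone). The antiviral genes *Oas3*, *Ddx58* and *Samd9l* rose by 1.89, 1.64 and 2.20 on the log2 scale (SE 0.31, 0.20 and 0.31), and *Mx1*, an antiviral GTPase, fell by 2.84 (SE 0.61). Without GMP library 1377 or 1379, 3 were higher and 0 lower, and with treat at a log2 of 0.5, 2 and 1. In camera the adjusted p of this list was 0.0469 with the preset correlation, and an adjusted p = 0.726 with an estimated correlation.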

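Among receptors and mediators of cytokine signalling, most members that differed were lower in the Siglec-F+ IL5Rα− cells than in GMPs. *Csf1r*, the receptor for macrophage colony-stimulating factor, was 10.2-fold lower, at 22.0 ± 6.81 CPM (SD, n = 5) against 224 ± 22.3 (n = 2). Its log2 fold change was −3.35 (SE 0.24, adjusted p = 4.80e-06 from edgeR's quasi-likelihood test). *Il6ra*, the interleukin 6 receptor, was 3.77-fold lower, at 46.2 ± 14.0 CPM against 174 ± 16.5 (log2 fold change −1.92, SE 0.25, adjusted p = 0.000387 from the same test). *C3*, the central complement component, was higher, at 1666 ± 628 CPM against 509 ± 52.0 (log2 fold change 1.71, SE 0.35, adjusted p = 0.00640 from the same test). Its call ended without GMP library 1379 (adjusted p = 0.103). The Toll-like receptor genes *Tlr5* and *Tlr8*, sensors of flagellin and of single-stranded RNA, were lower but weakly expressed in both populations. *Tlr5* was at 0.173 ± 0.130 CPM against 1.65 ± 0.0480 (log2 fold change −3.24, SE 0.63, adjusted p = 0.00480 from the same test). *Tlr8* was at 0.581 ± 0.265 CPM against 3.60 ± 0.0767 (log2 fold change −2.62, SE 0.49, adjusted p = 0.00373 from the same test). Of 11 measured Toll-like receptor genes, 4 were lower (6 when adjusted over the list alone), with a camera adjusted p of 0.00429, and an adjusted p = 0.326 with an estimated correlation. Of 20 cytokine receptor genes, 6 were lower and 1 higher (6 and 3 over the list alone), and the list did not pass in camera (adjusted p = 0.0843). The lower ones included *Il10ra*, the receptor for interleukin 10 (7.94-fold), and *Flt3*, a receptor of early progenitors (5.68-fold). The genes named in the text were picked by the study on these libraries.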

Highly significant was the term ‘regulation_of_cytokine_production’ (*q* = 4.3 × 10^−23^), with *Csf1R, IL6R, C3* and *Tlr5*, and *Tlr8* among the 38 DE genes captured by this category.

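The Plt4 comparison used 4 libraries of Siglec-F+ IL5Rα− cells from *Myb Plt4/Plt4* mice and the 5 from C57BL/6 mice, all of 1 sequencing batch. The *Myb Plt4/Plt4* mice were 6 weeks old and the C57BL/6 mice 6 to 10 weeks, so that age may differ with genotype. *Myb* itself was higher in the *Myb Plt4/Plt4* cells, at 1646 ± 21.2 CPM (SD, n = 4) against 1053 ± 76.6 (n = 5), a log2 fold change of 0.64 (SE 0.07, adjusted p = 0.000214 from edgeR's quasi-likelihood test). The Plt4 allele is hypomorphic, so that transcript level does not check the genotype. *Siglecf* was at 226 ± 50.7 CPM against 126 ± 18.6 (log2 fold change 0.84, SE 0.16, adjusted p = 0.00362 from the same test). *Kit*, a receptor of progenitors, was 1.96-fold lower. Hemoglobin genes were among the largest rises, with *Hbb-bt* at 127 ± 24.3 CPM against 1.22 ± 0.958 (log2 fold change 6.67, SE 0.48) and *Hba-a1* at 49.1 ± 8.81 against 1.27 ± 1.05. Of 25 erythroid genes, 11 were higher (12 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 1.67. Among the largest falls were *Dio2*, a thyroid hormone deiodinase (142-fold lower), *Mgl2*, a lectin of macrophages and dendritic cells (66.3-fold lower), and *Vcam1*, an adhesion molecule (43.8-fold lower, 5.45 ± 0.857 CPM against 239 ± 139). The fit covered 12701 genes in these 9 libraries, at 32655831 to 33807060 counts for each *Myb Plt4/Plt4* library. Of these, 3099 passed an adjusted p of 0.05, 1524 higher and 1575 lower in the *Myb Plt4/Plt4* cells, and 2040 passed without *Myb Plt4/Plt4* library 1562. Which group was larger changed with the settings, with 1569 higher and 1536 lower with RLE factors and 1612 and 1460 in limma voom. The erythroid list had an adjusted p of 2.92e-06 in camera, and an adjusted p = 0.504 with an estimated correlation. The labels give all 4 *Myb Plt4/Plt4* libraries the scatter gate of 2 of the 5 C57BL/6 libraries.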

Having demonstrated Siglec-F+ IL5R*α*− cells are expanded in the *Myb^Plt4/Plt4^* mice, we performed RNAseq on this population from *Myb^Plt4/Plt4^* mice and controls and identified 813 DE genes between Siglec-F+ IL5R*α*− populations from *Myb^Plt4/Plt4^* and C57BL/6 WT mice (Supplementary Table 3). 

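Genes of the interferon response were higher in *Myb Plt4/Plt4* than in C57BL/6 Siglec-F+ IL5Rα− cells for 14 of 25 members and lower for 1, *Ifit2* (16 and 1 when adjusted over the list alone), with a median log2 fold change of 0.87. *Epsti1* and *Oas3*, both induced by interferon, rose by 1.79 (SE 0.13) and 1.80 (SE 0.24) on the log2 scale, the first from 10.5 ± 1.44 CPM (SD, n = 5) to 36.3 ± 4.84 (n = 4). In limma voom with sample quality weights and a minimum log2 fold change of 0.5 in treat, 7 of the list were higher, and 5 with the added 1.5-fold setting. Azurophil granule genes fell for 9 of 10 members (9 over the list alone), with a median of −1.80. *Elane* was at 414 ± 107 CPM against 5577 ± 1931, a log2 fold change of −3.75 (SE 0.30, adjusted p = 3.44e-05 from edgeR's quasi-likelihood test), and *Ctsg* fell by 2.44 on the log2 scale (SE 0.21). Secondary and tertiary granule genes went both ways, with 12 of 28 higher and 4 lower (12 and 4 over the list alone). *Padi4*, an enzyme that modifies arginine in histones, rose by 2.32 (SE 0.19), and *Chil3*, a chitinase-like protein, fell by 2.62 on the log2 scale (SE 0.30). Of 20 cytokine receptor genes, 7 were higher and 4 lower (7 and 4 over the list alone). *Csf2rb* and *Csf2rb2*, signalling chains for interleukin 3, rose by 1.15 and 2.08 on the log2 scale (SE 0.13 and 0.17). *Il10ra* rose by 2.99 (SE 0.32), and *Ifngr1*, a receptor for interferon γ, fell by 1.82 on the log2 scale (SE 0.12). Of 18 eosinophil genes, 8 were higher (8 over the list alone), including *Alox15*, a lipoxygenase of eosinophils (9.16-fold higher, with a log2 fold change of 3.19, SE 0.49). With the 2 gate-matched C57BL/6 libraries 15 were, and 4 with either treat at a log2 of 0.5 or the added 1.5-fold setting, which left 2 cytokine receptor genes lower. In camera, the interferon, azurophil, granule and eosinophil lists had adjusted p values of 1.47e-05, 3.21e-09, 0.00685 and 6.01e-05 with the preset correlation, and an adjusted p = 0.504, 0.340, 0.737 and 0.340 with an estimated correlation. The cytokine receptor list did not pass (0.329).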

Of the 416 genes more highly expressed in *Myb^Plt4/Plt4^* cells, 90 were involved with ‘immune_system_process’ (*q* = 2.22 × 10^−37^) and 54 with ‘biological_adhesion’ (*q* = 2.42 × 10^−24^). Twelve genes associated with integrin signaling, including seven integrins, were upregulated in *Myb^Plt4/Plt4^* cells, suggesting potentially altered binding, adhesion or migratory capabilities. 

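Of 23 measured integrin subunit genes, 11 were higher in the *Myb Plt4/Plt4* cells (11 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.74. *Itgb3*, the β chain of the platelet fibrinogen receptor, was at 85.9 ± 4.99 CPM (SD, n = 4) against 23.3 ± 6.35 (n = 5), a log2 fold change of 1.89 (SE 0.18, adjusted p = 0.000100 from edgeR's quasi-likelihood test). Its partner *Itga2b* was at 385 CPM against 95.4. *Itga6*, a laminin receptor chain, rose by 1.15 (SE 0.09) and *Itgb5*, a vitronectin receptor chain, by 1.39 (SE 0.18). Of 25 megakaryocyte and platelet genes, 20 were higher (22 over the list alone), with a median of 1.95. *Thbs1*, the adhesive glycoprotein thrombospondin 1, was at 167 ± 52.4 CPM against 5.15 ± 3.91 (log2 fold change 5.02, SE 0.61, adjusted p = 0.000317 from the same test). *Pf4*, a chemokine of platelet granules, rose by 4.88 (SE 0.59), *Mmrn1*, a platelet adhesion protein, by 4.56 (SE 0.35), and *Plek*, a signalling protein of platelets and leukocytes, by 2.60 (SE 0.14). The platelet list had an adjusted p of 3.41e-13 in camera and 0.0487 with an estimated correlation. The integrin list had 0.00134, and an adjusted p = 0.0711 with an estimated correlation. Only 7 integrins passed when C57BL/6 library 1559 or *Myb Plt4/Plt4* library 1562, 1563 or 1578 was left out, and with the added 1.5-fold setting. From the higher genes of integrin signalling, integrins among them, the paper proposes that the binding, adhesion or migration of these cells could be altered.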

We examined the DE lists for known Myb target genes (based on Myb ChIP data produced in the Snyder lab at Stanford: ENCODE data available online as ENCSR000ETR, and data published by the Gonda lab with a truncated Myb^12^) finding that 43% of genes upregulated in *Myb^Plt4/Plt4^* cells were known Myb ChIP targets, compared to 49% of downregulated genes, although the mechanisms underlying regulation of the population by Myb requires further study.

We analyzed the transcription factors^36^ that were differentially expressed between the Siglec-F+ IL5R*α*− population and GMPs. 

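Of 13 transcription regulators named in the paper's text, 8 were higher and 5 lower in the Siglec-F+ IL5Rα− cells than in GMPs. This held both over all genes and adjusted over the list alone. The study picked them on these libraries. It names only some of the lower factors that it counts, so that these numbers do not give the balance of its calls. As the study chose the list, its count is not independent evidence. *Id2*, an inhibitor of basic helix-loop-helix factors, rose the most of the 8, at 54.5 ± 20.1 CPM (SD, n = 5) against a mean of 9.39 (n = 2). Its log2 fold change was 2.53 (SE 0.37, adjusted p = 0.000761 from edgeR's quasi-likelihood test). *Cebpe*, a factor needed for late granulocyte maturation, was at 188 ± 48.7 CPM against 62.4 ± 19.9 (log2 fold change 1.59, SE 0.25, adjusted p = 0.00146 from the same test). *Ets1*, an ETS family factor, was at 159 ± 46.1 CPM against 35.4 ± 0.491 (log2 fold change 2.17, SE 0.29). *Pml*, a nuclear body protein, rose by 1.07 (SE 0.14) and *Dach1*, a transcriptional repressor, by 1.13 (SE 0.17). *Mxd1*, an antagonist of *Myc*, *E2f2*, a cell cycle factor, and *Bcl11a*, a zinc finger repressor, rose by 1.60, 1.65 and 1.22 (SE 0.27, 0.28 and 0.24). These 3 no longer passed without GMP library 1379 (adjusted p = 0.0502, 0.0524 and 0.0709), nor did *Bcl11a* without GMP library 1377 (adjusted p = 0.0551). Among the lower ones, *Nrg1*, which encodes a growth factor of the neuregulin family, was at 8.65 ± 3.58 CPM against 35.5 ± 3.03 (log2 fold change −2.04, SE 0.31, adjusted p = 0.00113 from the same test). *Ifi204*, an interferon-inducible nuclear protein, was at 1.07 ± 0.264 CPM against 5.99 ± 0.943 (log2 fold change −2.48, SE 0.52), and lost its call without GMP library 1377 (adjusted p = 0.0640). Of 21 regulators of GMP specification, 5 were higher and 3 lower (8 and 5 over the list alone), with 2 higher without GMP library 1379 and 3 without GMP library 1377. The higher ones were also 2 in limma voom and with treat at a log2 of 0.5 or at the added 1.5-fold setting, and 3 with only the 2 populations or without the SSC very low libraries, and the lower ones were 5 without library 1555 and in DESeq2. *Zfpm1*, a partner of Gata factors, and *Klf5* were among the higher ones (log2 fold change 4.21 and 2.55, SE 1.14 and 0.49), and *Zeb2* among the lower ones (−1.17, SE 0.16).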

Eight transcription factors were upregulated in the Siglec-F+ IL5R*α*− population (*Cebpe, Mxd1, Id2, Dach1, Pml, Bcl11a, E2f2*, and *Ets1*) and 16 downregulated in the Siglec-F+ IL5R*α*− population compared to GMPs (including *Irf5, Irf8, Nrg1, Klf4*, and *Ifi204*). Expression of these factors, together with a suite of transcriptional regulators known to be important for GMP specification are shown in Fig. 6C.

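*Irf8*, a transcription factor of the monocyte and dendritic cell lineages, was 15.5-fold lower in the Siglec-F+ IL5Rα− cells than in GMPs. Its gene (ENSMUSG00000041515) lies on chromosome 8 of GRCm38 from 120736358 to 120756694. It stood at 29.3 ± 13.5 CPM (SD, n = 5) in the Siglec-F+ IL5Rα− cells and 454 ± 102 (n = 2) in GMPs. Its log2 fold change was −3.95 (SE 0.34, adjusted p = 1.67e-05 from edgeR's quasi-likelihood test). The 5 Siglec-F+ IL5Rα− libraries ranged from 19.4 to 52.3 CPM, and the lower of the 2 GMP libraries was at 382. EoPs were at 60.0 ± 15.5 CPM (SD, n = 2) and CMPs at 436 ± 110 (n = 2). *Gfi1*, a transcriptional repressor of granulocyte differentiation, was at 252 ± 85.7 CPM (SD, n = 5) against 166 ± 15.4 (n = 2) in GMPs, a log2 fold change of 0.60 (SE 0.28) that did not pass the same test (adjusted p = 0.175). Without library 1635 it passed (adjusted p = 0.0399).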

We particularly noted the differential expression of the transcription factor Irf8 (higher in GMPs than the Siglec-F+ IL5R*α*− population) (Fig. 6C). Olsson et al. recently described a large-scale single cell RNA-sequencing study performed on sorted GMPs and described Irf8 and Gfi1 as negatively correlated, concluding that Irf8^hi^ cells were monocytic precursors, and Irf8- (Gfi1^hi^) were specified granulocyte and bipotential precursors.^37^ Although this level of specification was not observed in our experiments, we did observe that there was a bias towards the formation of granulocytes by CD11b+ Siglec-F+ IL5R*α*− cells in our in vitro colony assays compared to GMPs. 

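*Klf4*, a zinc finger factor that promotes monocyte differentiation, was 10.8-fold lower in the Siglec-F+ IL5Rα− cells, at 3.89 ± 1.82 CPM (SD, n = 5) against 41.9 ± 13.5 (n = 2) in GMPs. Its log2 fold change was −3.43 (SE 0.46, adjusted p = 0.000431 from edgeR's quasi-likelihood test). *Irf5*, an interferon regulatory factor of macrophages, was 5.37-fold lower, at 5.62 ± 1.54 CPM against 30.1 ± 7.62 (log2 fold change −2.43, SE 0.23, adjusted p = 3.72e-05 from the same test). Other genes of the monocyte lineage fell in the same comparison, among them *Ctss*, a lysosomal cysteine protease (9.33-fold lower), *Nrp1*, a semaphorin receptor (8.92-fold lower), and *Cx3cr1*, the fractalkine receptor (3.31-fold lower). For *Irf8*, *Klf4*, *Irf5* and *Csf1r*, each of the 5 Siglec-F+ IL5Rα− libraries was lower than both GMP libraries.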

The downregulation of *Irf8* in the Siglec-F+ IL5R*α*− population was concomitant with downregulation of *Klf4, Irf5*, and *Csf1r* as would be predicted by the Olsson et al. study (*Klf4* and *Irf5* shown in Fig. 6C). Drissen et al.^23^ also recently performed single cell RNA-sequencing experiments reporting heterogeneity within myeloid progenitors. Specifically, Drissen et al. described a Gata1-positive GMP that was biased towards eosinophil and mast cell specification, and a Gata1-negative GMP biased towards neutrophil and monocyte specification. 

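*Gata1*, a transcription factor of the erythroid, megakaryocyte, mast cell and eosinophil lineages, differed widely between the Siglec-F+ IL5Rα− libraries. It stood at 55.2 to 135 CPM in 4 of the 5 libraries and at 1.77 CPM in library 1555, against 3.39 and 4.12 in the GMP libraries. The mean was 69.6 ± 48.6 CPM (SD, n = 5) against 3.76 ± 0.517 (n = 2), a log2 fold change of 4.20 (SE 1.14, adjusted p = 0.0275 from edgeR's quasi-likelihood test). Its gene (ENSMUSG00000031162) lies on chromosome X of GRCm38 from 7959260 to 7978071. *Gata2*, a related factor of stem, mast and basophil cells, was at 5.76 CPM in library 1555 and 159 to 372 in the others, with a log2 fold change of 2.32 (SE 0.99) against GMPs that did not pass the same test (adjusted p = 0.138). The call for *Gata1* ended without GMP library 1377 (adjusted p = 0.150) or 1379 (adjusted p = 0.218) and in limma voom (adjusted p = 0.490), and also with quality weights (adjusted p = 0.0942, up to 0.530 with treat), with only the 2 populations (adjusted p = 0.0992) and without the SSC very low libraries (adjusted p = 0.0580). The smallest over all alternatives was 1.69e-05, with only the gate-matched C57BL/6 libraries. Without library 1555, the adjusted p was 2.21e-05 for *Gata1* and 0.00130 for *Gata2*.

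**Figure D2:**
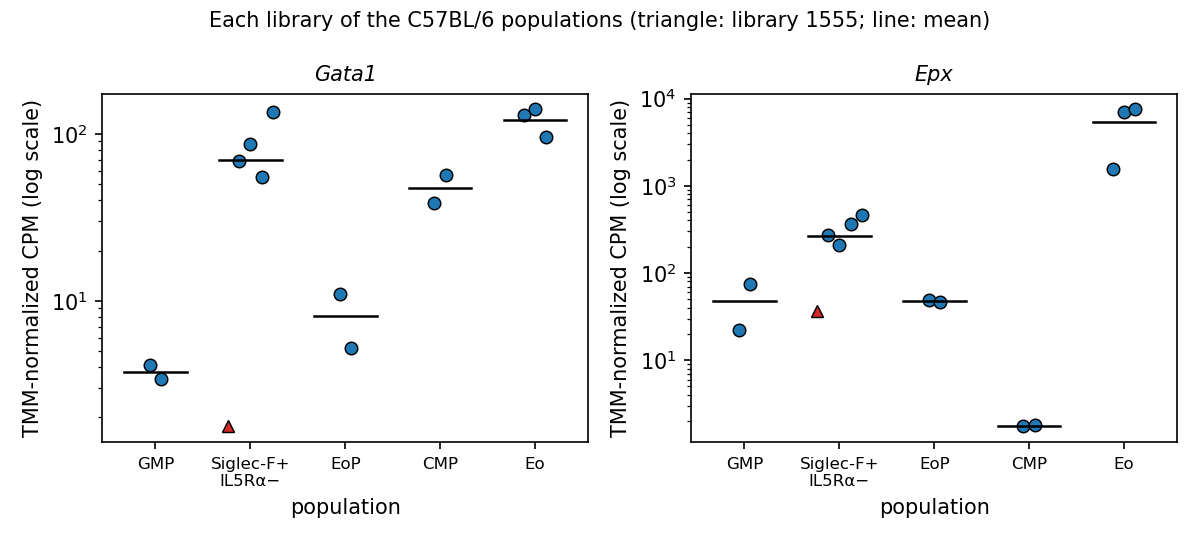
TMM-normalized CPM of *Gata1* (left) and *Epx* (right) on a log scale in each library of the 5 C57BL/6 populations. Each point is a library, the triangle is Siglec-F+ IL5Rα− library 1555, and lines are means. For *Gata1* the triangle sits at 1.77 CPM, below both GMP libraries.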

Our Siglec-F+ IL5R*α*− population has a higher mean expression of Gata1 than GMPs but the expression difference is not statistically significant and the cells are not specified towards eosinophil generation (Fig. 6C).

In sum, we have described a GMP-like population that expresses Siglec-F, is transcriptionally distinct from GMPs and has predominantly neutrophilic granulocyte potential in cell production assays. Given the increase in Annexin-V staining within the Siglec-F+ GMP gate we propose that Siglec-F may function, at least in part, to regulate viability of this GMP subset.

## Supplementary Material

Supplement 1

Supplement 2

Supplement 3

Supplement 4

## Figures and Tables

**FIGURE 1:**
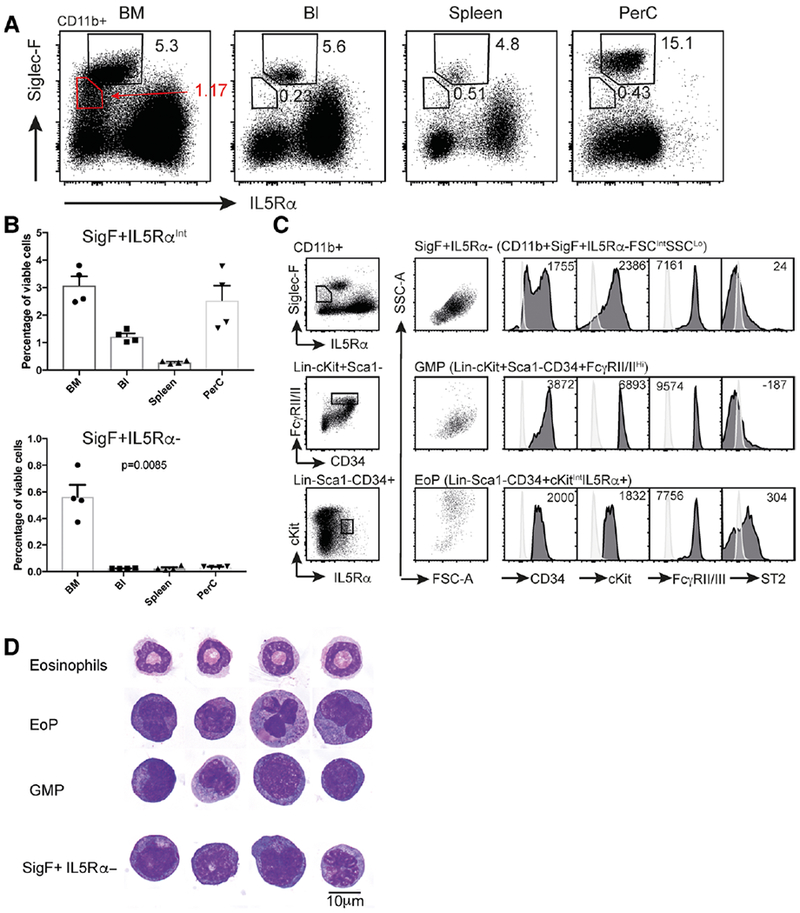
Identification and characterization of Siglec-F+ IL5R*α*− cells. (A) Flow cytometry dot plots showing Siglec-F and IL5R*α* expression in CD11b+ viable cells in C57BL/6 bone marrow (BM), blood (Bl), spleen, and peritoneal cavity lavage fluid (PerC). Eosinophils (Siglec-F+ IL5R*α*^Int^) and Siglec-F+ IL5R*α*− populations are gated. The percentage of cells falling within each gate are shown. (B) Quantification of Siglec-F+ IL5R*α*^Int^ (eosinophil) and CD11b+ Siglec-F+ IL5R*α*− cells (as a percentage of viable cells) in the 4 tissues shown in (A). Note, contaminating eosinophils in the CD11b+ Siglec-F+ IL5R*α*− gate have been excluded from quantification on the basis of high side scatter. Data is presented as mean + sem (*n* = 4 mice), with individual mouse data points shown. *p*-values determined by one way ANOVA (C). Light scatter and surface marker expression in the CD11b+ Siglec-F+ IL5R*α*− population, GMPs and EoPs. Cells in the surface marker histograms for the Siglec-F+ IL5R*α*− population have been pregated to exclude any contaminating eosinophils on the basis of high side scatter. Light colored histogram represents the fluorescence of unstained BM cells. Numbers indicate the average geometric mean fluorescence for each surface marker from 4 independent mice (D) Representative images of sorted and cytocentrifuged populations following May Grunwald Giemsa staining. Ten micrometer scale bar shown

**FIGURE 2:**
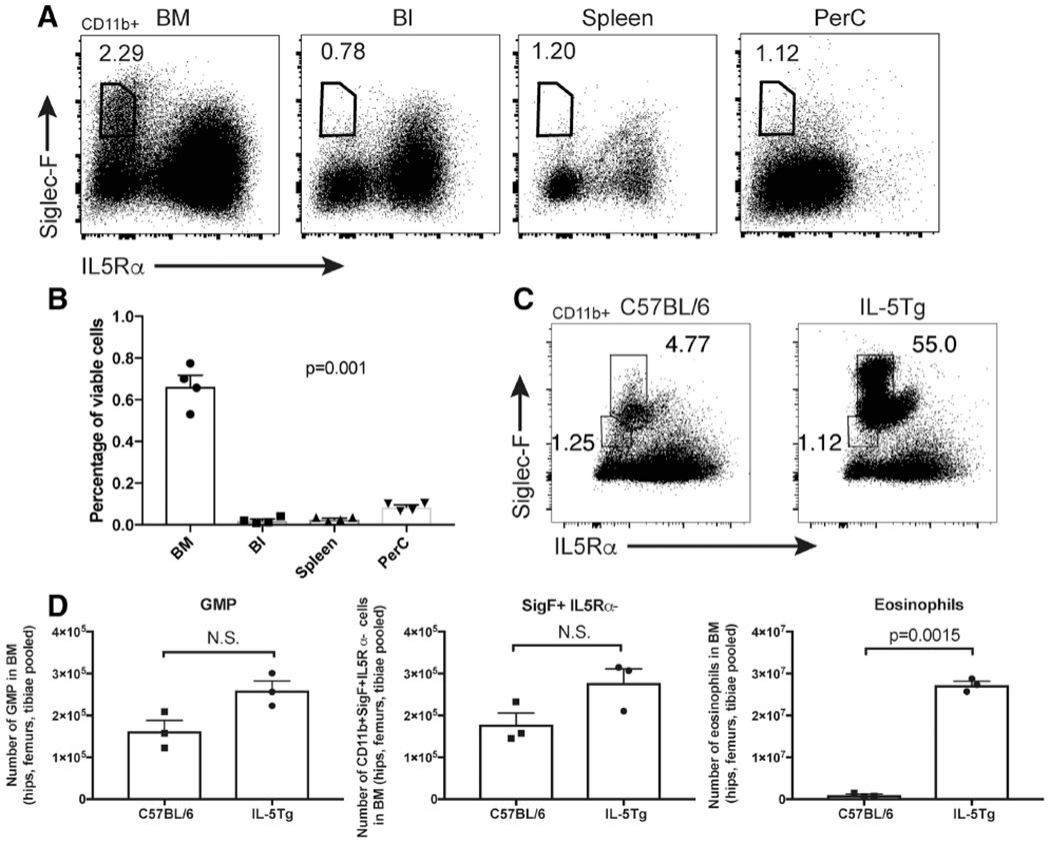
The Siglec-F+ IL5R*α*− population is present in PHIL mice and is not expanded in IL-5Tg mice. (A) Flow cytometry dot plots showing Siglec-F and IL5R*α* expression in CD11b+ cells in bone marrow (BM), blood (BI), spleen and peritoneal cavity lavage fluid (PerC) from eosinophil-deficient PHIL mice. The Siglec-F+ IL5R*α*− cell population is gated, and percentage of gated (CD11b+) cells shown. (B) Quantification of CD11b+ Siglec-F+ IL5R*α*− cells (as a percentage of viable white blood cells) in the tissues shown in (A). *p* = 0.001 as determined by one-way ANOVA. (C) Representative flow cytometry dot plots of Siglec-F and IL5R*α* expression in CD11b+ cells isolated from the BM of C57BL/6 and IL-5Tg mice. The percentage of cells falling into the Siglec-F+ IL5R*α*^Int^ (Eosinophil) and Siglec-F+ IL5R*α*− gates (as a percentage of CD11b+ cells) are shown. (D) Quantification of the number of GMP, Siglec-F+ IL5R*α*− cells, and eosinophils in BM of C57BL/6 and IL-5Tg mice. Data are presented as mean + sem (*N* = 3 or 4). Individual mouse data points are shown. *p*-values were determined by an unpaired two-tailed Student’s *t*-test with Welch’s correction and have been corrected for multiple comparisons using the method of Bonferroni. N.S, not significant

**FIGURE 3:**
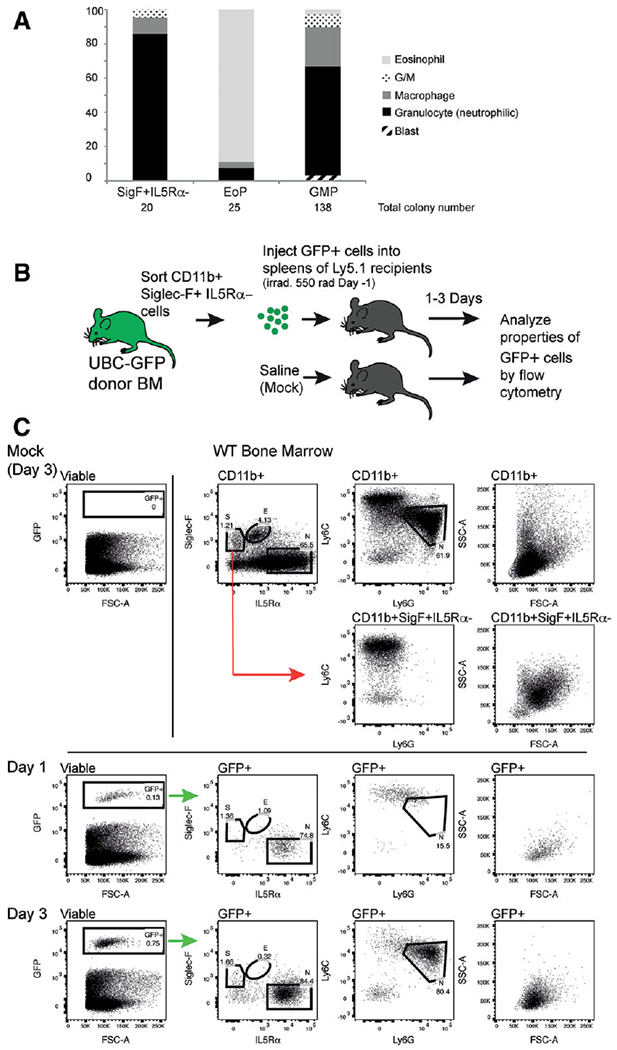
CD11b+ Siglec-F+ IL5R*α*− cells predominantly develop into non-eosinophil granulocytes in vitro and in vivo. (A) In vitro colony forming assay showing the percentage of each colony type formed when CD11b+ Siglec-F+ IL5R*α*−, EoP and GMP populations are plated in soft agar with stem cell factor + IL3 + EPO. The total numbers of colonies formed by each cell type are indicated. G/M indicates mixed granulocyte/macrophage colonies. (B) Schematic representation of in vivo developmental potential assay (C) In vivo developmental potential assay. **Top right** panels show typical staining characteristics of CD11b+ cells in bone marrow. The positions of eosinophils (E), neutrophils (N) and the injected CD11b + Siglec-F+ IL5R*α*− (S) population are shown on the Siglec-F/IL5R*α* dot plot. Ly6C/Ly6G and FSC/SSC profiles of total CD11b+ cells are shown. The position of neutrophils (N) in terms of Ly6G and Ly6C expression is indicated. The Ly6C/Ly6G and FSC/SSC characteristics of gated CD11b+ Siglec-F+ IL5R*α*− cells are also shown. **Top left** panel shows lack of GFP+ cells in a mock (PBS)-injected spleen, 3 days after surgery. **Third row,** the identification of GFP+ cells from the spleen 1 day post injection, and the surface marker expression and scatter characteristics of GFP+ cells. **Bottom row,** the identification of GFP+ cells from the spleen 3 days post injection, and the surface marker expression and scatter characteristics of GFP+ cells. The predicted positions of the starting population (S), eosinophils (E), and neutrophils (N), based on side-by-side staining of WT BM (top row), are shown

**FIGURE 4:**
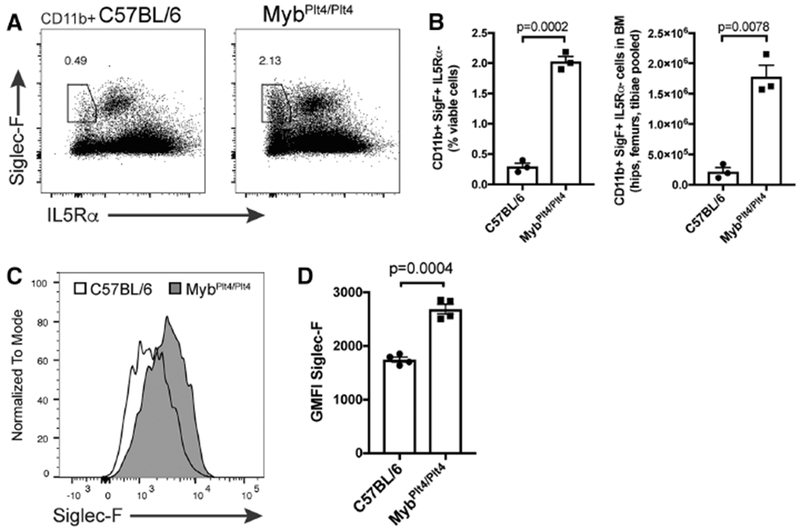
CD11b+ Siglec-F+ IL5R*α*− cells increase in the bone marrow of *Myb* mutant mice. (A) Siglec-F and IL5R*α* expression in CD11b+ cells from the bone marrow of C57BL/6 and *Myb*^Plt4/Plt4^ mutant mice, as determined by flow cytometry. (B) Quantification of the percentage (of viable cells) and numbers of CD11b+ Siglec-F+ IL5R*α*− cells in C57BL/6 and *Myb*^Plt4/Plt4^ BM. (C) Siglec-F expression in GMPs from representative C57BL/6 and *Myb^Plt4/Plt4^* mice (D) Quantification of geometric mean fluorescence intensity (GMFI) of Siglec-F expression in GMPs from C57BL/6 and *Myb^Plt4/Plt4^* mice. *p*-values were determined by an unpaired, two-tailed Student’s *t*-test with Welch’s correction

**FIGURE 5:**
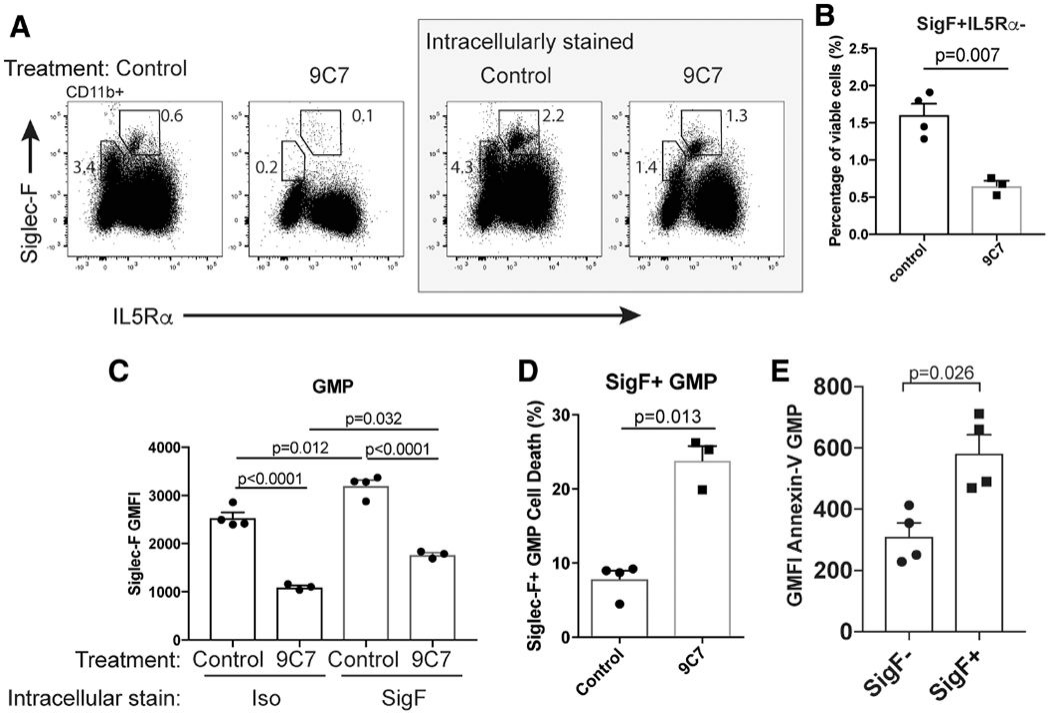
In vivo Siglec-F ligation with antibody affects Siglec-F+ GMP viability. C57BL/6 mice were injected i.p. with anti-siglec-F (9C7) or isotype (control) antibodies. (A) Representative Siglec-F and IL5R*α* expression in 9C7 and control antibody treated mice (pre-gated CD11b+), following intracellular isotype staining (i.e., surface Siglec-F expression, left panels) and intracellular Siglec-F staining (right panels). (B) Quantification of bone marrow CD11b+ Siglec-F+ IL5R*α*− cells following 9C7 or isotype treatment and intracellular Siglec-F staining. (C) Siglec-F fluorescence intensity in GMPs from 9C7 and control treated mice following surface (Iso) and intracellular Siglec-F staining. (D) Induction of Siglec-F+ GMP cell death following 9C7 treatment. (E) Quantification of Annexin-V binding in untreated Siglec-F+ and Siglec-F− GMPs. *p*-values in (B), (D), and (E) were determined by an unpaired, two-tailed Student’s *t*-test with Welch’s correction, and further correction for multiple testing. *p*-values in (**C**) were determined by a one-way ANOVA with multiple testing correction using Sidak’s method

**FIGURE 6:**
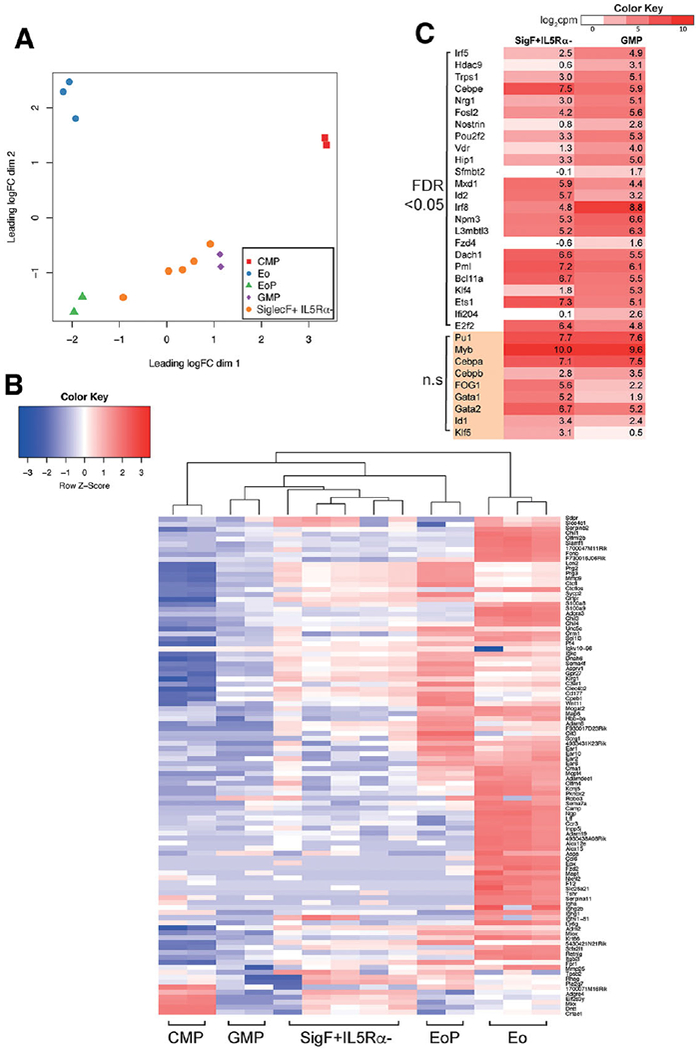
Siglec-F+ IL5R*α*− cells are transcriptionally distinct from classical GMPs. (A) Multidimensional scaling plot of the RNA-seq profiles from common myeloid progenitor (CMP), granulocyte-macrophage progenitor (GMP), eosinophil-lineage restricted progenitor (EoP), eosinophil (Eo), and Siglec-F+ IL5R*α*− populations based on the 500 most variable genes between each pair of samples. (B) Heatmap and clustering of the top 100 most variable genes across the cell types shown in (A). The heatmap is colored according to row scaled gene expression (log_2_ cpm). (C) Heatmap of transcription factor expression in Siglec-F+ IL5R*α*− cells and GMPs. Factors are grouped according to significance (FDR < 0.05, and not-significant n.s FDR > 0.05). The heatmap is color-coded by the average log_2_ counts per million

## Abbreviations:

BI: peripheral blood
BM: bone marrow
ChIP: chromatin immunoprecipitation
cMoP: common monocyte progenitor
CMP: common myeloid progenitor
cpm: counts per million
DE: differentially expressed
Eo: eosinophil
EoP: eosinophil-lineage committed progenitor
EPO: erythropoietin
FDR: false discovery rate
FSC: forward scatter
GMP: granulocyte-macrophage progenitor
GSEA: gene set enrichment analysis
hi: High
IL5R*α*: IL-5 receptor alpha (CD125)
IL-5Tg: IL-5 transgenic
Int: intermediate
lin: lineage
lo: low
MDS: multidimensional scaling plot
PerC: peritoneal cavity lavage fluid
PHIL: eosinophil-deficient strain
Spl: spleen
SSC: side scatter

How the deposited data were processed for this re-analysis (not part of the article)

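The deposited table holds whole-number read counts for 24727 genes in 18 RNA-seq libraries of sorted mouse bone marrow cells: 5 of Siglec-F+ IL5Rα− cells, 2 of CMPs, 2 of GMPs, 2 of EoPs and 3 of Eos from C57BL/6 mice, and 4 of Siglec-F+ IL5Rα− cells from *Myb Plt4/Plt4* mice. The authors made the libraries with the TruSeq Stranded mRNA protocol and 100 bp reads. The submitters' processing notes name featureCounts, edgeR, limma and the build GRCm38, with no versions. The aligner, the annotation and the strand setting are not given there, and the paper's text refers to supplementary methods that were not at hand. The counts carry no normalization. Gene IDs were paired with symbols from the GENCODE annotation of GRCm38, which matched 24560 of the 24727 genes, and 11 members of the gene lists were absent from the table. Libraries were assigned to populations by the library name in the deposited labels, which all columns matched. The labels of the Siglec-F+ libraries name neither CD11b nor IL5Rα, so that taking them as the paper's Siglec-F+ IL5Rα− cells rests on the population name and the number of libraries.

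Library totals ranged from 11774291 to 33807060 counts, with medians of 31492920 for C57BL/6 Siglec-F+ IL5Rα− cells, 15476804 for GMPs and 21499728 for EoPs. Between libraries of a population, Pearson's r of log2 CPM lay between 0.968 and 0.994 over 22 pairs, and the chi-square per degree of freedom between 5.85 and 231, so that the spread between libraries, some of which differ in gate or batch, exceeded counting error and no interval for counting error is given.

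Differences were tested in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood test, TMM, filterByExpr with a minimum count of 10 and a minimum total of 15, Benjamini-Hochberg adjusted p under 0.05). One fit covered the 14 C57BL/6 libraries with 1 coefficient per population and no batch term, since every Siglec-F+ IL5Rα− library is of a batch that holds no other population. A separate fit covered the 9 Siglec-F+ IL5Rα− libraries. The SE of a log2 fold change is its size over the square root of F. Levels are TMM-normalized CPM, taken from the fit of each comparison, so that the C57BL/6 Siglec-F+ IL5Rα− levels differ slightly between the fits. Distances between libraries are leading log2 fold changes over the 500 most different genes of each pair (limma 3.58.1, prior count of 2). Clustering used the 100 most variable genes, scaled by gene, with Euclidean distance and complete linkage.

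Before the data were examined, gene lists for granules, lineages, receptors and processes were fixed, as were the alternatives and the rule for naming genes. The supplementary tables of the paper had been seen by then. The rule took every gene the paper names, the 10 largest rises and 10 largest falls with at least 10 CPM in the higher group and no overlap between groups, leaving out clone names, pseudogenes and mitochondrial genes, up to 4 members of each list with the smallest adjusted p, and the sort markers. Genes outside it (*Itga2b*, *Zbtb46*, *Serpinb1a*, *Ifit2*, *S100a9*, *Ctss*, *Nrp1*, *Cx3cr1*, *Zfpm1* and *Klf5* in the GMP comparison) were named after their values were seen. Lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation.

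The procedure was tested on counts simulated from a negative binomial distribution, with each gene's mean level and dispersion taken from the real libraries, no difference between groups, and 2-fold or 4-fold changes added to 200 genes. It recovered 49% and 82% of these for Siglec-F+ IL5Rα− cells against GMPs, 59% and 83% against EoPs, 45% and 66% for EoPs against GMPs, and 68% and 94% for *Myb Plt4/Plt4* against C57BL/6. Of the calls made, 2.24%, 3.40%, 2.63% and 5.26% were of genes left unchanged. The real comparisons called far more than 200 genes, and no simulated library stood apart. These rates therefore do not test the normalization or the error rate of the real comparisons.

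The alternatives were RLE factors, DESeq2 1.42.0, no filter on low counts, a filter of 1 CPM in 2 libraries, limma voom with and without sample quality weights, quality weights together with treat at a minimum fold of 1.1 or a minimum log2 fold change of 0.5, other numbers of genes, prior counts and distances for the position and the clustering, other sets of libraries by gate or population, the 500 most variable genes in common for the position, and leaving out each library of the compared groups in turn (for the position only the Siglec-F+ IL5Rα− libraries, and none for the clustering). One alternative was added after the data were seen. GO terms were not tested, since no annotation of terms was at hand, and no list of *Myb* ChIP targets was available. The flow cytometry, colony and transplant experiments have no deposited files here.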

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

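The tests of batch, of exchanged labels and of cells without *Il5ra* for the EoP libraries, and the test of platelet or red cell RNA, were chosen only after the result was seen.

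The EoP libraries carried transcripts of maturing neutrophils and little *Il5ra*, and their labels give the sort as cKit negative, where the paper gives cKit positive. Against GMPs, a comparison the paper does not report, all 28 secondary and tertiary granule genes were higher. A difference between sequencing batches is argued against, since EoPs and GMPs are of 1 batch and the median log2 fold change of the list between them was 6.22 (quartiles 4.54 and 7.52), and so is an exchange with the Eo labels, since the eosinophil list lay at a median of −7.19 in EoPs against Eos (quartiles −8.43 and −4.95). Whether cells of the neutrophil lineage without *Il5ra* made up most of these libraries stays open. The log2 fold change of *Il5ra* against GMPs was −1.24 with a 95% interval from −3.48 to 1.003. The test asked for an upper end below 1, which was narrowly missed. Against Eos, the log2 fold change of *Il5ra* in EoPs was −8.22. The paper reports that sorted EoPs made almost only eosinophil colonies. It also reports IL5Rα on neutrophil-like cells after transplant, so that the gate for IL5Rα need not remove cells of the neutrophil lineage. The cKit gate and a true neutrophil-like state of the EoPs were not tested.

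The Siglec-F+ IL5Rα− libraries differed from the GMP libraries, which are of another batch. Of 58 genes higher in them than in each of the other 4 populations, 7 were pseudogenes (12.1%, against 0.155% of all genes tested), 77.6 times their share (Fisher's exact test, p = 2.05e-12). This is consistent with a difference between batches, or in how their reads were counted, as the source of those pseudogene signals, among them *Rpl23a-ps3* and *Pgk1-rs7*. For the granule and monocyte lists, batch and population cannot be told apart, because no population lies in both batches: the granule list had a median of 2.91 against GMPs and −3.46 against EoPs, the monocyte list −2.45 and −0.69. A biological difference between the populations stays open, confounded with the batch.

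In the *Myb Plt4/Plt4* libraries, 20 of 25 platelet genes were higher, a group the paper does not discuss for these cells. Its introduction states that *Myb Plt4/Plt4* mice make platelets in excess of normal. RNA of platelets or red cells in the sort stays open: 0 of 4 abundant transcripts of these cells were among the 3 highest of their list (*Ppbp* ranked 22 of 25, *Pf4* 10 of 25, *Hbb-bs* 6 of 25 and *Hba-a1* 12 of 25), but members that C57BL/6 cells already express at a higher level fix such ranks, and the globin genes were among the largest rises. The sort gate is argued against, since 100% of the 20 genes were still called with the 2 gate-matched C57BL/6 libraries (10 of 11 for the erythroid genes called). The real split called 3099 genes and the highest of the other splits drawn 1410. Of 100 splits (126 are possible), 1, the real one, reached the real value. A random split thus rarely gives as many calls, but so few splits cannot exclude chance. An effect of the Plt4 allele stays open beside RNA of platelets or red cells. The age of the mice and a change in the mix of sorted cells were not tested.

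Single libraries stood apart in their group by the gap to the nearest library over the group's range, against critical values of 0.710 for 5 and 0.829 for 4 libraries. The groups are genes named in the text and library measures over the same libraries, so that they are not independent. Chance would flag about 1 in 20 independent groups, and the count here is no test of an excess over that. Past the critical values were 16 of 162 groups, 8 of them for C57BL/6 library 1555, the only one in its gate. In that library the ratio was 0.720 for *Prg3*, 0.792 for *Samd14*, 0.808 for *Mfsd2b*, 0.730 for *Hif3a*, 0.793 for *Gata1*, 0.797 for *Gata2* and 0.854 for *Car1*, all as the lowest value, and 0.790 for *Pmaip1* as the highest. In *Myb Plt4/Plt4* library 1563 it was 0.944 for *Cd34*, 0.875 for *Ly86*, 0.847 for *Elane*, 0.899 for *Calr*, 0.979 for *Csf1r* and 0.850 for *Il6ra* as the lowest value and 0.891 for *Ifi209* as the highest. In *Myb Plt4/Plt4* library 1578 it was 0.921 for *Chil1* as the lowest.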

How the results depend on the processing

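The alternative with a filter of 1 CPM in 2 libraries, sample quality weights and a minimum fold of 1.5 in treat was chosen after seeing the data, and the others were set before. Every treat setting also used sample quality weights in limma voom. Main values not repeated here are beside each claim.

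The count of genes that separate Siglec-F+ IL5Rα− cells from GMPs (1906) was 477 with treat at a log2 of 0.5, 348 with the added 1.5-fold setting and 1080 with only the libraries of the 2 populations. It ranged from 565 (without GMP replicate 1379) to 2707 (without C57BL/6 replicate 1555) when each library was left out, with 1046 without GMP replicate 1377. Against EoPs (8501) it was 5142 with the 1.5-fold setting and 6174 to 9021 with a library left out. For EoPs against GMPs (8120) it was 4993 with that setting and 6386 to 7006 with a library left out. For *Myb Plt4/Plt4* against C57BL/6 (3099) it was 4762 with quality weights, 1003 with treat at a log2 of 0.5, 812 with the 1.5-fold setting and 2040 (without replicate 1562) to 4139 (without replicate 1555) with a library left out. A minimum size in treat lowers a count by construction. For the other settings the cause was not tested. Every other alternative left these 4 counts within 1.5 times.

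The ratio of the EoP count to the GMP count (4.46) was 12.4 with treat at a log2 of 0.5, 14.8 with the 1.5-fold setting, 7.42 with only 2 populations and 3.33 to 14.9 with a library left out. The ratio of distances (0.900) was 0.979 with 100 genes per pair and 0.850 with 1000, and 0.885 to 0.910 with a Siglec-F+ IL5Rα− library left out. No GMP or EoP library was left out for it. In the clustering, 0 rather than 5 libraries joined GMPs first with 1 minus the Pearson correlation, and 5 with other numbers of genes, average linkage or no scaling. It was not run with a library left out. The cause was not tested for the distances or the clustering. The count of immune process genes called (99) ranged from 82 to 100. For EoPs against GMPs, *Ear1* and *Ear6* turned from a log2 fold change of −0.10 and −0.02 to 2.01 and 2.36 without GMP replicate 1379 and were −0.97 and −0.92 without GMP replicate 1377, and neither was called with all libraries.

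Among genes named for the 4 comparisons, 2052 of 2332 values against GMPs kept their direction and side of the threshold, 208 lost the call and 72 gained one. Against EoPs 2108 of 2218 did so, with 100 lost and 10 gained. For EoPs against GMPs it was 1545 of 1603, with 35 lost, 21 gained and 2 turned, and for *Myb Plt4/Plt4* 2165 of 2375, with 174 lost and 36 gained. RLE factors moved the median log2 fold change of all genes from 0.14 to −0.01 for Siglec-F+ IL5Rα− cells against EoPs and from −0.09 to 0.01 for EoPs against GMPs. In fits that left 1 library of a population, that library was assumed to vary like the others. No paired analysis was possible because no replicate number is shared between populations.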

Differences from the paper's values

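The test of the 1.5-fold setting was chosen only after the paper's values were seen. Every treat setting also used sample quality weights in limma voom. The paper states FDR < 0.05 and names no minimum fold in its text. The added setting gave counts close to the paper's in each comparison, so that a minimum fold with quality weights could account for the smaller counts there. The paper's supplementary methods were not at hand, so that its use of such a setting is not known. Below, a count or ratio is within the paper's if they differ by at most 1.5 times, and a log2 fold change if the difference is at most its SE.

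Against GMPs, the paper's counts are 120 genes higher, 230 lower and 350 in total, and those here 1007, 899 and 1906. No alternative set before the data were examined (0 of 18) gave a count of higher genes within the paper's. For the lower genes, 2 of 18 did, treat at a log2 of 0.5 and leaving out GMP replicate 1379, and for the total, treat at a log2 of 0.5 (477). The added setting, chosen after seeing the values, gave 348 genes, 119 higher and 229 lower. All 348 were among the paper's 350, so that it drops 2 of these. Of those 350 genes, 347 were called here in the same direction, and 1559 genes were called here only. Against EoPs, the paper's counts are 3005 higher and 2143 lower, and those here 4728 and 3773. For the higher genes, 10 of 18 alternatives fell within: RLE, DESeq2, limma voom, treat at a log2 of 0.5, leaving out Siglec-F+ IL5Rα− replicate 1635 or EoP replicate 1375 or 1376, only the 2 populations, only the gate-matched libraries, and no SSC very low libraries. For the lower ones, 2 of 18 did, treat at a log2 of 0.5 and leaving out EoP replicate 1376. The added setting gave 3002 and 2140. Only 1996 lines of the paper's table for this comparison were at hand, so that its genes were not compared.

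The paper's fold of the 2 counts is over 14 and that here 4.46. Of 20 alternatives, 2 fell within, treat at a log2 of 0.5 (12.4) and leaving out GMP replicate 1379 (14.9), and the added setting gave 14.8. For *Myb Plt4/Plt4* cells the paper's total is 813 with 416 higher, and those here are 3099 and 1524. Treat at a log2 of 0.5 was the 1 of 20 alternatives within each (1003 in total). The added setting gave 812 with 416 higher. All 812 were among the paper's 813, so that it drops 1 of these. Here, 799 of the 813 were called in the same direction and 2300 genes were called here only. The paper counts 7 integrins higher and 11 were higher here, with 14 of 20 alternatives within.

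For single genes, the paper's log2 fold change of *Tlr5* against GMPs is −3.92 and that here −3.24, with 10 of 18 alternatives within. For *Myb Plt4/Plt4* the paper's values are 1.59 for *Itgb5*, 5.73 for *Thbs1* and 5.00 for *Mmrn1*, and those here 1.39, 5.02 and 4.56, with 8, 9 and 9 of 20 within. The paper's values for the other genes compared, 33 against GMPs and 36 for *Myb Plt4/Plt4* with these 4 included, did not differ from those here by the same measure, after the sign of the paper's first table was turned.

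The paper describes the Siglec-F+ IL5Rα− cells as without *Epx* and eosinophil associated RNases. Here *Epx* was at 267 CPM, above *Prg3* at 57.7, and *Ear1*, *Ear2* and *Ear6* at 38.3 to 40.6. The paper's statement accompanies a heatmap scaled by gene, a different measure from CPM. It also found these cells kept in PHIL mice, in which the *Epx* promoter drives a toxin. From this it concludes that they do not come from a progenitor that expresses *Epx*. Whether the *Epx* reads here came from other cells in the sort was not tested. As a share of the level in Eos, *Epx* was at 5.01%, and *Ear1*, *Ear2* and *Ear6* at 0.532% to 0.744%. The paper reports the difference in *Gata1* from GMPs as not significant, and it passed the test here (adjusted p = 0.0275) but not in limma voom with or without quality weights, without either GMP library, with only the 2 populations or without the SSC very low libraries.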

Other observations

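The levels in the Eo and EoP libraries were chosen only after the result was seen, and the tests of gene lists were set before.

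Other lists had members past the threshold in the *Myb Plt4/Plt4* cells, and none of those below passed in camera with an estimated correlation. Of 20 genes of protein folding in the endoplasmic reticulum, 15 were lower (16 when adjusted over the list alone), with a median log2 fold change of −0.64, and 5 were lower with sample quality weights and treat at a log2 of 0.5. *Fkbp11*, a folding catalyst of secretory cells, was 8.61-fold lower and the chaperone *Pdia6* 1.88-fold lower. In camera the list had an adjusted p of 2.75e-10, and an adjusted p = 0.340 with an estimated correlation. Of 12 BCL-2 family genes, 3 were higher, 2 were lower and 7 did not pass (4 higher and 3 lower over the list alone), with a median of −0.03 and a camera adjusted p of 0.738. *Pmaip1*, which encodes the proapoptotic protein Noxa, was at 24.4 ± 3.02 CPM (SD, n = 4) against 3.81 ± 1.66 (n = 5), and *Bcl2*, which protects from apoptosis, at 11.1 ± 1.49 against 40.1 ± 8.93. Without library 1559, 1562, 1563 or 1578, 1 was higher. Of 8 Siglec family genes, 4 were higher (5 over the list alone), among them *Cd33* (2.97-fold) and *Siglece* (1.84-fold), with a camera adjusted p of 0.00692, and an adjusted p = 0.340 with an estimated correlation. *Siglece* lost its call without any 1 of 6 of the 9 libraries. Of 12 basophil and mast cell genes, 4 were higher, 1 was lower and 7 did not pass (4 higher and 2 lower over the list alone), with a camera adjusted p of 0.115, and 2 were higher without library 1559, 1631, 1562, 1563, 1573 or 1578. Among the higher ones, *Fcer1a*, the α chain of the high-affinity IgE receptor, and *Cd200r3*, a receptor of basophils and mast cells, rose by 4.02 and 4.19 on the log2 scale (SE 0.61 for each).

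Against GMPs, 3 of 9 Siglec genes were higher in the Siglec-F+ IL5Rα− cells of C57BL/6 mice (3 over the list alone). These were *Siglecf*, the gene of the sorted protein, *Cd33* (log2 fold change 2.31, SE 0.48) and *Siglece* (1.15, SE 0.35). Without GMP library 1377 or 1379, 1 Siglec gene was higher, and the list did not pass in camera (adjusted p = 0.0650). *Bcl2* was 2.50-fold lower (adjusted p = 0.000367 from edgeR's quasi-likelihood test), and *Cd34*, a marker of the progenitor gates, 3.47-fold lower (adjusted p = 0.00499, and 0.0758 without GMP library 1379).

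The 3 Eo libraries, 1 of a Ly6G negative and 2 of a Ly6G positive gate in another batch, held transcripts of early myeloid cells. Before normalization, *Mpo* was at 7017 to 9878 CPM in them, *Elane* at 2715 to 4425, *Myb* at 521 to 676 and *Kit* at 189 to 248. In the EoP libraries, *Ngp* took 3.97% of the counts, *S100a9* 5.17% and *Ltf* 2.19%.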
